# Reversal of deficits in aged skeletal muscle during disuse and recovery in response to treatment with a secrotome product derived from partially differentiated human pluripotent stem cells

**DOI:** 10.1007/s11357-021-00423-0

**Published:** 2021-08-24

**Authors:** Dennis K. Fix, Ziad S. Mahmassani, Jonathan J. Petrocelli, Naomi M.M.P. de Hart, Patrick J. Ferrara, Jessie S. Painter, Gabriel Nistor, Thomas E. Lane, Hans S. Keirstead, Micah J. Drummond

**Keywords:** Immune cells, Fibrosis, Stem cells, Sarcopenia, Atrophy, Inflammation

## Abstract

Aged individuals are at risk to experience slow and incomplete muscle recovery following periods of disuse atrophy. While several therapies have been employed to mitigate muscle mass loss during disuse and improve recovery, few have proven effective at both. Therefore, the purpose of this study was to examine the effectiveness of a uniquely developed secretome product (STEM) on aged skeletal muscle mass and function during disuse and recovery. Aged (22 months) male C57BL/6 were divided into PBS or STEM treatment (*n* = 30). Mice within each treatment were assigned to either ambulatory control (CON; 14 days of normal cage ambulation), 14 days of hindlimb unloading (HU), or 14 days of hindlimb unloading followed by 7 days of recovery (recovery). Mice were given an intramuscular delivery into the hindlimb muscle of either PBS or STEM every other day for the duration of their respective treatment group. We found that STEM-treated mice compared to PBS had greater soleus muscle mass, fiber cross-sectional area (CSA), and grip strength during CON and recovery experimental conditions and less muscle atrophy and weakness during HU. Muscle CD68 +, CD11b + and CD163 + macrophages were more abundant in STEM-treated CON mice compared to PBS, while only CD68 + and CD11b + macrophages were more abundant during HU and recovery conditions with STEM treatment. Moreover, STEM-treated mice had lower collagen IV and higher Pax7 + cell content compared to PBS across all experimental conditions. As a follow-up to examine the cell autonomous role of STEM on muscle, C2C12 myotubes were given STEM or horse serum media to examine myotube fusion/size and effects on muscle transcriptional networks. STEM-treated C2C12 myotubes were larger and had a higher fusion index and were related to elevated expression of transcripts associated with extracellular matrix remodeling. Our results demonstrate that STEM is a unique cocktail that possesses potent immunomodulatory and cytoskeletal remodeling properties that may have translational potential to improve skeletal muscle across a variety of conditions that adversely effect aging muscle.

**Supplementary Information:**

The online version contains supplementary material available at 10.1007/s11357-021-00423-0.

## Introduction

Periods of muscle disuse often occur in aging as a consequence of illness, injury or recovery from surgery [1–3]. These disuse events often lead to the rapid atrophy of skeletal muscle mass and weakness which is associated with poor prognosis and increased risk of re-hospitalization or further injury [4]. Age-related loss of muscle mass and strength [5] result in decreased mobility and quality of life while also increasing the risk of other co-morbidities and mortality [6–8]. Furthermore, recovery from disuse atrophy is often compromised in aged muscle, delayed or never fully achieving the previous baseline muscle size and functional quality [9, 10]. Therefore, novel therapies are needed to to mitigate muscle atrophy while improving muscle recovery following disuse especially with application to aging.

A mechanism linked to muscle dysfunction during aging is the accumulation of muscle collagen (fibrosis) in skeletal muscle [11, 12]. Excessive muscle collagen deposition impairs the functional capacity to generate force [13–16]. Recent evidence has demonstrated that the abundance of collagen in aged mouse muscle is elevated compared to their younger counterparts [17]. Muscle disuse in rodents further contributes to the accumulation of collagen [18, 19], thus raising concern that excessive fibrosis may participate in the less than optimal recovery in aging muscle. Concomitant with age-related muscle fibrosis is a decline in the muscle satellite cell pool which is critical to the ability of muscle to recover from injury [20, 21]. Moreover, aging is associated with a decline in the number and activity of myogenic satellite cells during injury which are necessary for continued myogenesis [21–23]. Therefore, it is reasonable to consider that altered satellite cell function and collagen deposition likely partly contribute to poor quality of aging muscle during disuse and recovery.

While many studies have examined mechanisms of muscle fibrosis and satellite cell function in aging there are still significant gaps in the understanding of what drives aging muscle toward this phenotype and worsened during disuse atrophy and recovery conditions. One possibility is a dysfunctional immune system associated with aging [24, 25]. Regrowth of skeletal muscle following injury or disuse atrophy require carefully timed and coordinated events involving immune cells (e.g., neutrophils, macrophages) that promote a tightly controlled pro and anti-inflammatory local environment to ensure activation and proliferation of satellite cells and proper collagen remodeling [26]. Our laboratory and others have highlighted that aged skeletal muscle is present with an impaired pro-inflammatory macrophage response following injury [27–30] or disuse [31, 32]. Interruption in the infiltration or inflammatory status of macrophage severely compromises muscle recovery and myogenic cell function and is often characterized by smaller fibers and increased collagen deposition/fibrosis [33–37]. Therefore, infiltrating muscle macrophages are critical to promote satellite cell function and optimize collagen deposition and proper cellular remodeling thereby ensuring optimal resolution of skeletal muscle.

Unfortunately, there are no known treatments that prevent atrophy during disuse and amplify muscle recovery following disuse in aged muscle [38–41]. In the current study, we tested a novel secretome-based treatment (termed STEM) to improve aged muscle during disuse atrophy and recovery. STEM is composed of mixture of molecules important to recruit immune cells while also delivering growth factors and mediators of collagen turnover necessary for satellite cell function and optimal deposition of collagen. Therefore, we suspected that this multi-component cocktail would have the capacity to specifically target age-related muscle deficits (macrophages, satellite cells), thereby promote aged skeletal muscle mass and function during disuse and recovery. We hypothesized that STEM would mitigate skeletal muscle atrophy during disuse and improve regrowth during recovery. Moreover, we also hypothesized that STEM would enhance muscle macrophage and satellite cell content while decrease muscle fibrosis.

## Materials and methods

### Animals

Thirty aged male C57BL/6 at 22 months of age, generously provided by National Institute on Aging mouse colony, were divided into STEM or PBS treatment groups (*n* = 15/group). Mice within each treatment were then assigned to one of 3 experimental groups: (a) ambulatory control (14 days of normal cage ambulation) (CON; *n* = 5), (b) 14 days of hindlimb unloading (HU; *n* = 5), or 14 days of hindlimb unloading followed by 7 days of recovery (Recovery; *n* = 5) (Fig. 1). All experiments were run over the course of two months in a sequential fashion. Mouse studies in experiments 1 and 2 were conducted during the course of 1 month and aged-matched mice were used for experiment 3 approximately 1 month later. Animals were housed with ad libitum access to food and water, and maintained on a 12-h light/dark cycle. All experimental procedures were conducted in accordance with the guidelines set by the Institutional Animal Care and Use Committee (IACUC) at the University of Utah.

**Fig. 1:**
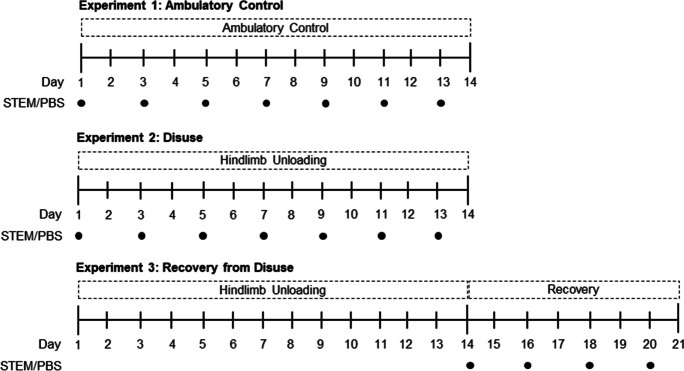
Experimental design: figure depict experimental design for all three experiments. First panel describes the design for ambulatory control conditions. Second panel describes the experimental design for hindlimb unloading conditions. Third panel describes the design for recovery following disuse atrophy conditions. Black circles indicate when PBS or STEM was injected into the right triceps surae complex

### STEM characterization, administration, and experimental design

STEM is non-cell-based secretome derived from partially differentiated human embryonic stem cells composed of a multitude of pro-regenerative factors involved in immunomodulation, cytoskeleton remodeling, and growth factor–mediated cellular signaling (Suppl Fig. 1). It is a sterile and nonpyrogenic aqueous solution of USP grade proteins, amino acids, vitamins, and minerals containing the factors secreted by partial differentiated pluripotent stem cells. The solution does not contain live cells or any cell fragments. The factors within the secretome were determined in three independent samples by a third party (RayBiotech) using a Quantibody Multiplex ELISA platform (Human Cytokine Array Q440). The measured quantities of the targets in each group were converted in picomoles (pmol/mL) and averaged for each group and loosely categorized using a combination of Reactome, Gene Cards, and PubMed index. Many of these factors have known roles to modulate an immune response (OPN, MIF, CXCL16, GRO⍺, MCP1/CCL2, ADAM8) [42–51] and promote muscle growth either targeting the satellite cell or other supporting cells such as follistatin, insulin, IGF-binding protein 2, and IGF-binding protein-6, and TGFβ1 [52–56], while many of the other factors are important for extracellular matrix remodeling (e.g., Integrin signaling, Cathepsin, TIMP, MMP).

Mice were given a 100-μl intramuscular injection of either PBS or STEM into the right triceps surae muscle group every other day for each treatment group using a similar injection strategy as reported by Dumont and Frenette [57]. Ambulatory control and hindlimb unloaded mice received a total of six injections over the respective 14-day period treatment group duration (Fig. 1). To effectively examine STEM’s effect on muscle recovery/regrowth, a total of 4 injections were given to the animals that underwent hindlimb unloading and recovery yet only delivered during the 7-day recovery phase of the treatment (Fig. 1). All mice received the final treatment injection the day prior to being euthanized to avoid any acute treatment effects. The soleus muscle was selected for the analysis due to its higher content of resident immune cells and its sensitivity to disuse atrophy. The injection method also appears to have the most consistent effects on the soleus muscle (Suppl Fig. 2).

### Hindlimb unloading and recovery

For the hindlimb unloading and reload groups, animals underwent hindlimb unloading via tail suspension (2 animals/cage) using a modified unloading method based on the traditional Morey-Holton design for studying disuse atrophy in rodents, with some additional modifications [58]. Body weight was monitored every other day to ensure that mice did not experience excessive weight loss due to malnutrition or dehydration. Following day 14 of hindlimb unloading, animals were fasted for 5 h and then euthanized for tissue analysis. In a separate group of mice, animals underwent 14 days of hindlimb unloading and afterwards were removed from the suspension apparatus then housed in individual cages for 7 days of ambulatory recovery. Cage ambulatory controls were followed for 14 days and were housed in groups of 2–3 mice/cage. Upon completion of each treatment group, the triceps surae muscle group (soleus, plantaris, gastrocnemius) from the left and right hindlimbs were carefully dissected, weighed, prepped for immunohistochemistry, and snap frozen in liquid nitrogen cooled isopentane.

### Grip strength

To assess whole body strength, mice underwent grip strength analysis on a rodent grip strength meter (Columbus Instruments, Columbus OH). Mice were acclimated to the procedure over a course of 3 days 1 week prior to the experiments. During this acclimation period, mice were allowed to stand on the force transducer grid for a duration of 3 min. Recorded grip strength occurred on day 3. For the grip strength protocol, mice grasped the force transducer grid with their forelimbs and hindlimbs and were gently pulled by the tail across the grid by the same investigator. Five repetitions with a 5-s rest period were averaged to determine each animal’s grip strength. In experiment 1, the ambulatory control mice (CON), grip strength was determined twice: the day prior to initiating PBS or STEM treatment and on day 13 one day prior to tissue harvest. In experiment 2, hindlimb unloading (HU) mice were tested three times: the day prior to treatment, at day 7 and again on day 13 one day prior to tissue harvest. In experiment 3, recovery mice were also tested three times: the day prior to hindlimb unloading, at the end of hindlimb unloading, and on day 6 of the recovery period. All measurements were taken at 0900 and immediately prior to the treatment injection to avoid confounding effects of the injection.

### Immunofluorescence

The treated (right) soleus muscle was prepped for histology by embedding in OCT and freezing in liquid nitrogen cooled isopentane. Several cryosections were cut at a thickness of 10 µm and used for analysis of myofiber cross-sectional area (CSA) which was determined using laminin (1:100; Santa Cruz Biotechnology, Dallas, TX). Myofiber CSA was measured using semiautomatic muscle analysis with segmentation of histology, a MATLAB application (SMASH) alongside ImageJ software [32, 59]. For macrophage abundance, fiber borders were assessed either using laminin or dystrophin (1:100; Santa Cruz Biotechnology, Dallas, TX), macrophages were detected using anti-rat CD68 (1:100 Bio-Rad, Hercules, CA), anti-mouse CD11b (1:50 Biolegend, San Diego, CA) and anti-rabbit CD163 (1:100, Bio-Rad, Hercules, CA). Anti-rat secondary antibody (1:250, AF555, Invitrogen), anti-mouse secondary antibody (1: 500, A488, Invitrogen), and anti-rabbit secondary antibody (1:500, AF647, Invitrogen) were applied and then mounted in DAPI-containing mounting medium (Vector). Muscle satellite cells were stained using Pax7 (1:1000, Cell Signaling, Danvers, MA). To assess fibrosis, cryosections were stained using biotin collagen hybridizing peptide (1:100, BCHP—marker for collagen breakdown; 3Helix, Salt Lake City, UT) and Collagen IV (1:100, COLIV—marker for collagen synthesis, Abcam, Cambridge, MA). Images were analyzed using Nikon NES elements software; the intensity was set based upon PBS and then STEM images were analyzed using that intensity setting with the region of interest depicting the % of the section that stained positive for BCHP and COLIV. The ratio of these two stains is an indicator of collagen IV turnover of the muscle. All stained slides were observed with a fully automated widefield light microscope (Nikon, Tokyo, Japan) with the × 10 or × 20 objective lens. Images were taken using a high sensitivity Clara CCD camera (Belfast, UK).

### C2C12 myogenic index, myofiber size, and RNA sequencing

C2C12 myoblasts were plated in 6-well plates and upon achieving ~ 95% confluency, differentiation media DMEM supplemented with 2% horse serum and penicillin/streptomycin (ATCC, Manassas, VA) was used for 5 days to differentiate myoblasts to myotubes. Upon completion of 5 days, differentiation media was removed and replaced with media that contained varying percentages of STEM (2, 4, 8, 12, and 24%) instead of horse serum for 24 h. Control wells contained either normal differentiation media containing 2% horse serum or 4% horse serum. A serum-free control was also utilized. Following 24 h, cells were fixed and stained using MF 20 (Myosin Heavy Chain Sarcomere, DSHB, Iowa City, Iowa) and DAPI. Cells were then imaged at the University of Utah Imaging Core facility on a Nikon Eclipse Ti widefield scanning microscope. A 10 × 10 field image was obtained for each well and analyzed using ImageJ (NIH, Bethesda, MD). Myonuclear fusion was defined as nuclei in myotube/total nuclei in image field. Myotube percent area was defined as percent area of image covered by myotubes. A total of 6 replicates were used for each treatment conditions.

Based on the preliminary analysis of the most robust STEM effect on myotubes, we utilized 4% STEM and 4% horse serum (control) for bulk RNA sequencing. Cells were collected for total RNA using 1 ml of Qiazol per well and purified (using miRNAeasy Mini Kit). RNA was then treated with TURBO DNase (ThermoFisher) and purified using RNA Clean and Concentrator 5 Columns (Zymo Research). Libraries were prepared with Illumina TruSeq Stranded Total RNA Library Prep Ribo-Zero Gold (Genome Builds mm10, M_musculus_Dec_2011, GRCm38) and RNA was sequenced using Illumina NovaSeq Reagent Kit v1.5 150 × 150 bp Sequencing (100 M read-pairs). Data can be found on the Gene Expression Omnibus (GSE165110).

### Statistical and bioinformatic analysis

Results are reported as the means ± standard error. A *T*-test, one-way ANOVA, or two-way ANOVA with repeated measures was employed when appropriate. Post hoc analyses were performed with Tukey or Student–Newman–Keuls methods when appropriate. All data was assessed for normal distribution (Shapiro–Wilk test). The accepted level of significance was set at *p* < 0.05 for all analysis. Statistical analysis was performed using Prism GraphPad 7 (GraphPad Software Inc., La Jolla, CA). For RNA sequencing, differentially expressed genes were identified using a 5% false discovery rate with DESeq2 version 1.26.00. The volcano plot was generated by taking the − Log10(adj. *P*-value) on the *Y*-axis and plotting vs. the log2-fold change on the *X*-axis. The top 20 significantly decreased and top 20 increased genes were identified by taking all significantly altered transcripts (adj. *P*-value ≤ 0.05) and then sorting by log2-fold change. Values were converted out of log2 for presentation in the table.

## Results

### Effect of STEM on soleus muscle and strength in ambulatory control mice

Our first goal was to determine the effect of STEM on hindlimb muscle mass and strength during 14 days of normal cage ambulation in old mice. We chose to focus our examination on the soleus due to its sensitivity to muscle atrophy during disuse and, secondly, during the course of our experiments it was the muscle most influenced by STEM (e.g., plantaris size was higher with STEM while gastrocnemius was not affected; Supplemental Fig. 2). Strikingly, STEM delivery to a single limb over the course of 14 days of normal cage ambulation resulted in higher whole body grip strength (*p* = 0.008) above baseline levels (Fig. 2A). Moreover, STEM-treated mice had greater soleus muscle mass (*p* = 0.0001) than PBS-treated mice (Fig. 2B). Consistent with enhanced soleus muscle mass, STEM-treated mice also had larger (*p* = 0.02) fiber cross-sectional area (CSA) compared to PBS-treated mice (Fig. 2C). Moreover, STEM-treated mice (compared to PBS) had elevated BCHP and lower COLIV content resulting in a higher BCHP/COLIV ratio (*p* = 0.004) (Fig. 2D) suggesting a decrease in overall soleus muscle COLIV content.

**Fig. 2:**
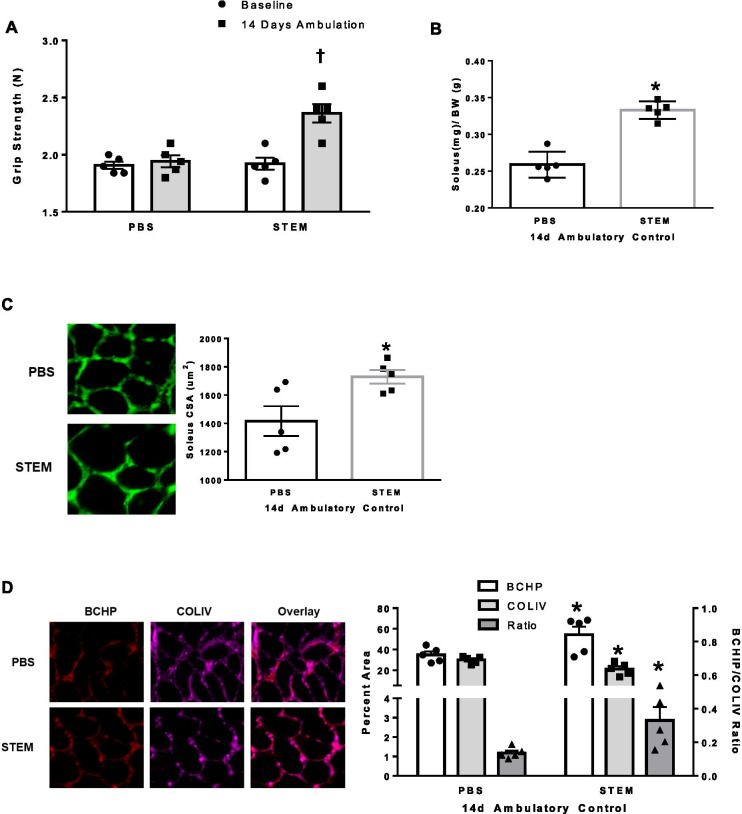
STEM effects on grip strength, mass, and collagen content during 14 days of normal cage ambulation: panels represent **A** grip strength of PBS and STEM-treated mice at baseline (1 day prior to treatment) and repeated at day 13 of normal cage ambulation (1 day prior to tissue harvest). **B** Soleus muscle mass (mg/g); **C** soleus muscle cross-sectional area (CSA) displayed in um^2^; and **D** soleus muscle BCHP, COLIV, and BCHP/COLIV ratio in PBS- and STEM-treated mice after 14 days of normal cage ambulation. Representative immunohistochemistry images are depicted next to panel. *N* = 5 mice in each group. Results are mean with standard error of the mean. Two-way ANOVA-repeated measures used for panel **A**. *T*-test between PBS and STEM (**B**–**D**). † = different from all groups. * = different to PBS

Given the STEM cocktails unique immunomodulatory composition, we next determined if the treatment influenced macrophage content in soleus muscle. We found that STEM-treated mice had higher (*p* = 0.0002) CD68 + /DAPI + cells and CD163 + /DAPI + (*p* = 0.0002) content (Fig. 3A) compared to PBS. STEM-treated mice also had higher CD11b + abundance (*p* = 0.001) compared to PBS (Fig. 3B). Interestingly, STEM-treated mice had nearly triple the number of Pax7 + cells (*p* = 0.0001) compared to PBS-treated ambulatory control mice (Fig. 3C). There were no differences in body weight between STEM- and PBS-treated mice during the 14-day treatment period (Suppl Fig. 2D). Together, these results suggest that STEM-treated mice had higher soleus muscle mass, strength, macrophage content, Pax7 + cell abundance, and lower muscle fibrosis during 14 days of cage ambulation in aged mice.

**Fig. 3:**
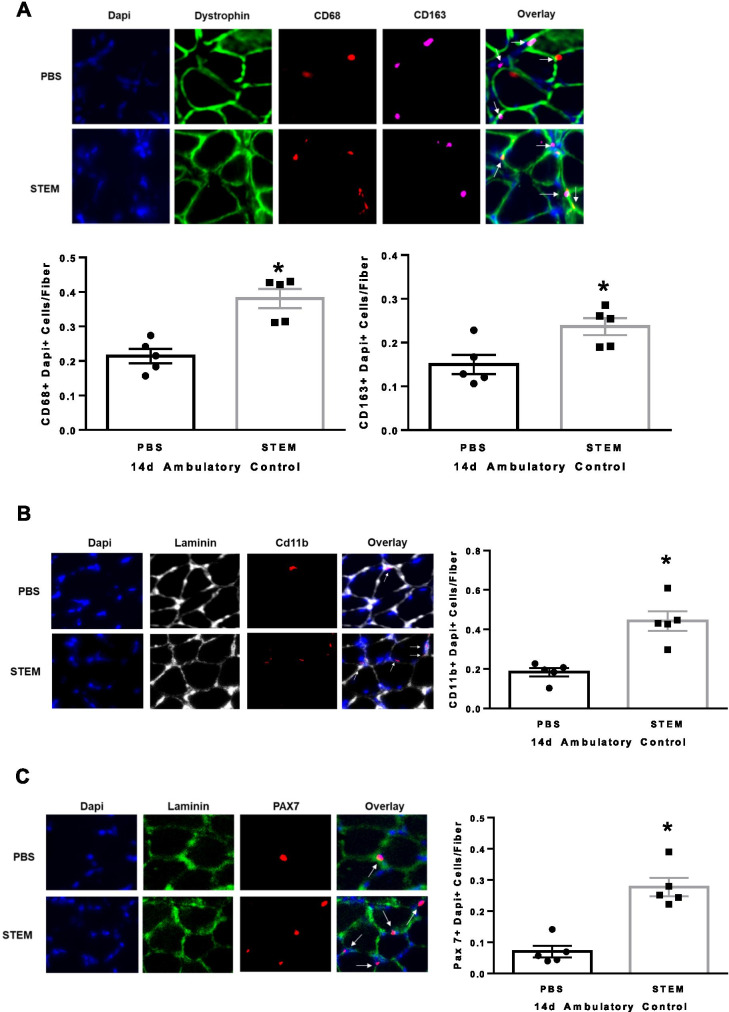
STEM effects on soleus muscle macrophage and Pax7 cell content during 14 days of normal cage ambulation:** A** CD68 + and CD163 + , **B** CD11b + , and **C** PAX7 + abundance in soleus muscle of PBS- and STEM-treated mice after 14 days of normal cage ambulation. Representative immunohistochemistry images are depicted next to panel. White arrows depict positive stained cells. Laminin in Cd11b was switched to white in ImageJ to more clearly depict the overlay. *N* = 5 mice in each group. Results are mean with standard error of the mean. *T*-test between PBS and STEM. * = different to PBS

### Effect of STEM on soleus muscle and strength after hindlimb unloading

For the second experiment, we determined if STEM administration would mitigate muscle atrophy and weakness that is modeled as a result of 14 days of hindlimb unloading. Following hindlimb unloading, we found that STEM treatment prevented the loss of grip strength at 7- and 13-days HU when compared to HU mice treated with PBS (*p* = 0.004) (Fig. 4A). Similarly, STEM-treated mice had greater soleus size after HU (*p* = 0.006) (Fig. 4B) compared to PBS. In agreement with the muscle mass data, STEM-treated mice had larger soleus fiber CSA (*p* = 0.002) compared to PBS-treated mice (Fig. 4C). STEM-treated mice also had higher BCHP (*p* = 0.01) and lower COLIV (*p* = 0.0001) content compared to PBS-treated mice corresponding to a higher ratio of BCHP to COLIV (*p* = 0.04) in soleus muscle of HU STEM-treated mice (Fig. 4D). These results demonstrate that STEM was capable of mitigating disuse-induced atrophy and improving collagen IV turnover in aged soleus muscle when compared to PBS treatment.

**Fig. 4:**
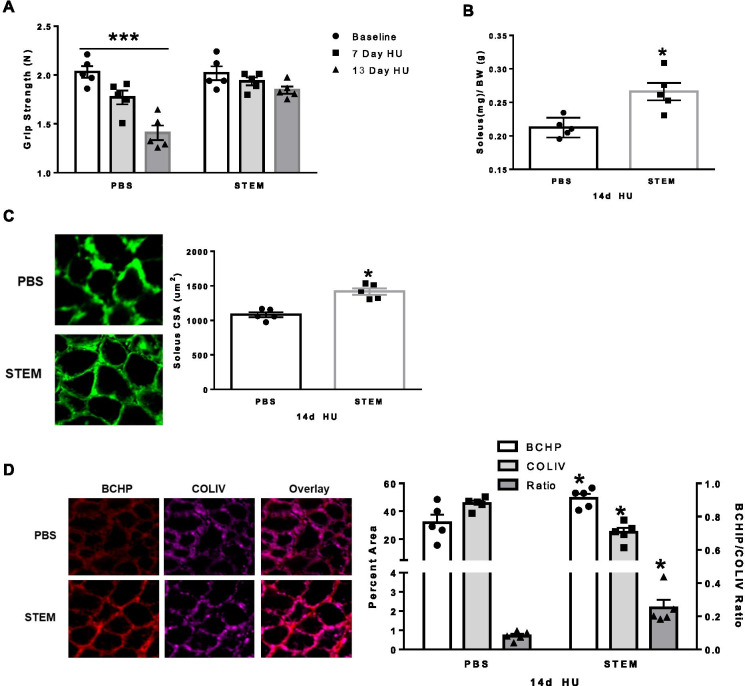
STEM effects on grip strength, muscle mass, and collagen content after hindlimb unloading: panels represent **A** grip strength of PBS- and STEM-treated mice at baseline (1 day prior to treatment), repeated at day 7 of HU (hindlimb unloading), and day 13 of HU (1 day prior to tissue harvest). **B** Soleus muscle mass (mg/g); **C** soleus muscle cross-sectional area (CSA) displayed in um^2^; and **D** soleus muscle BCHP, COLIV, and BCHP/COLIV ratio in PBS- and STEM-treated mice after 14 days of HU. Representative immunohistochemistry images are depicted next to panel. *N* = 5 mice in each group. Results are mean with standard error of the mean. Two-way ANOVA-repeated measures used for panel **A**. *T*-test between PBS and STEM (**B**–**D**). *** = all PBS groups different to each other. * = different to PBS

We next determined if STEM modulated macrophage and Pax7 cell content in hindlimb unloaded muscle. We report that STEM-treated mice had higher abundance of macrophages as noted by CD68 + /DAPI + (*p* = 0.0009) and CD11b + /DAPI + (*p* = 0.003) cell content (Fig. 5A and B). CD163 + /DAPI + cell content was not different in the soleus muscle between STEM and PBS-treated HU mice (Fig. 5A). Lastly, STEM-treated mice had significantly higher Pax7 + cell abundance in the soleus muscle (*p* = 0.0004) compared to PBS-treated mice during HU (Fig. 5C). There were no differences in body weight between STEM- and PBS-treated mice during the 14-day HU period (Suppl Fig. 2E). Together, these results demonstrate that STEM-treated mice had higher CD11b + and CD68 + macrophages and satellite cell (Pax7 +) abundance in aged soleus muscle during disuse atrophy compared to PBS-treated mice.

**Fig. 5:**
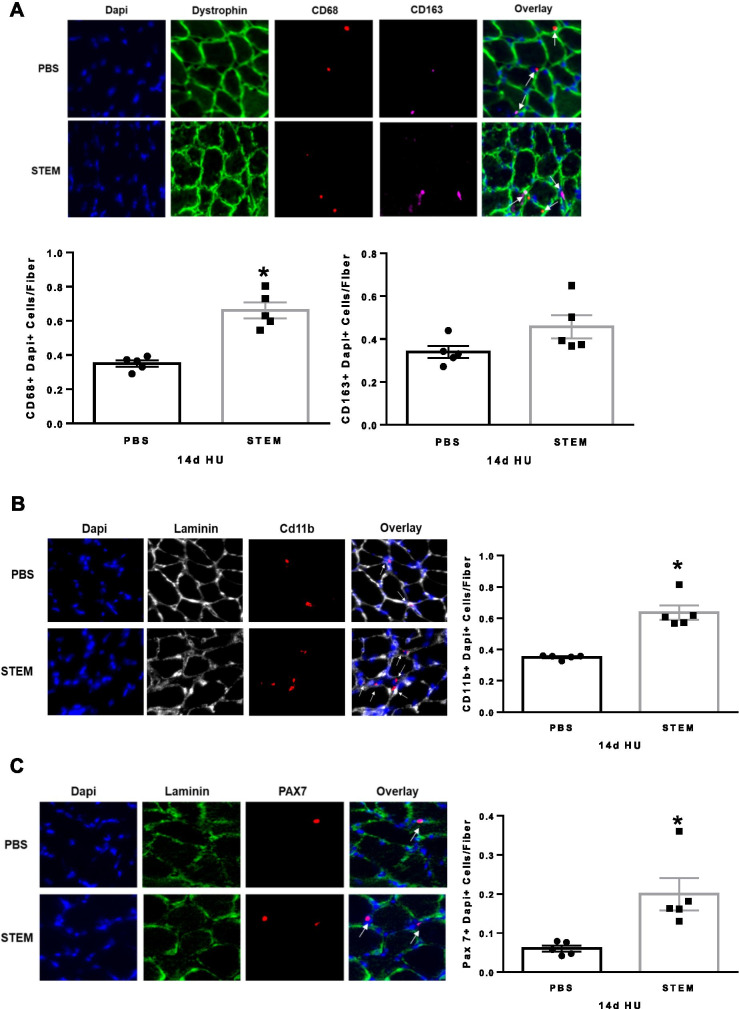
STEM effects on soleus muscle macrophage and Pax7 cell content after 14 days of hindlimb unloading:** A** CD68 + and CD163 + , **B** CD11b + , and **C** Pax7 + abundance in soleus muscle of PBS- and STEM-treated mice after 14 days of HU. Representative immunohistochemistry images are depicted next to panel. White arrows depict positive stained cells. Laminin in Cd11b was switched to white in ImageJ to more clearly depict the overlay. *N* = 5 mice in each group. Results are mean with standard error of the mean. *T*-test between PBS and STEM. * = different to PBS

### Effect of STEM on soleus muscle and strength recovery following hindlimb unloading

In the last experiment, we were interested if STEM would result in a greater recovery of muscle and strength following 14 days of HU compared to PBS treatment. We found that three intramuscular injections of STEM over the course of 7 days of recovery resulted in higher grip strength (*p* = 0.0001) acompared to the PBS treatment group (Fig. 6A). Moreover, STEM-treated mice had larger soleus muscle mass (*p* = 0.001) compared to PBS-treated mice (Fig. 6B). Similar to the muscle mass data, STEM-treated mice had greater soleus fiber CSA (*p* = 0.003) compared to PBS-treated mice (Fig. 6C) and was similar to the fiber CSA of PBS-treated ambulatory control mice from the first experiment. STEM-treated mice also had higher BCHP (*p* = 0.001) and lower COLIV (*p* = 0.002) content resulting in a higher ratio (*p* = 0.0009) of BCHP/COLIV (Fig. 6D). Together, these results demonstrate that STEM improved aged soleus muscle mass and promoted the growth of myofibers during recovery following disuse atrophy. Additionally, STEM-treated mice had higher collagen IV turnover and an overall net reduction in collagen IV content.

**Fig. 6:**
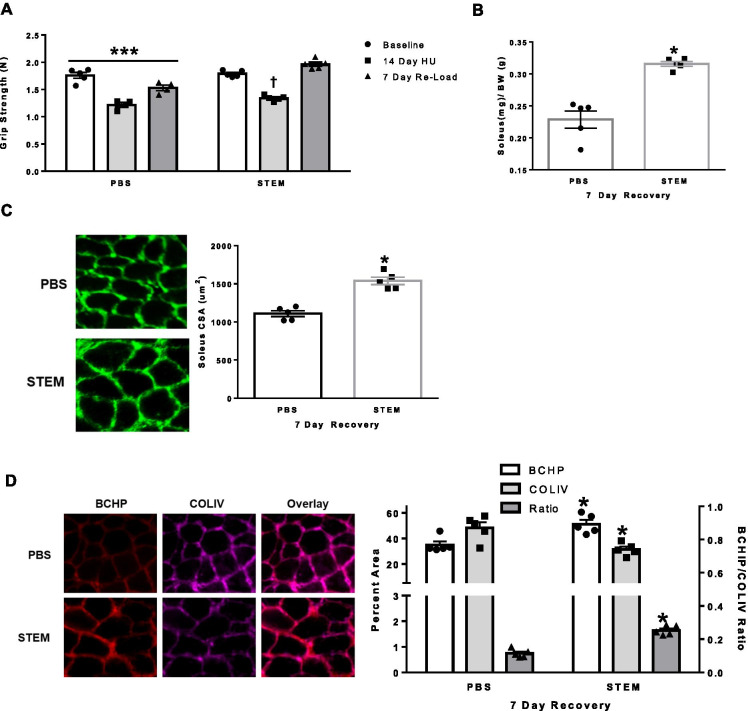
STEM effects on skeletal muscle after 7 days of recovery following hindlimb unloading: panels represent **A** grip strength of PBS- and STEM-treated mice at baseline (1 day prior to treatment), repeated at day 14 of HU (hindlimb unloading), and day 6 of RL (reload,1 day prior to tissue harvest). **B** Soleus muscle mass (mg/g); **C** soleus muscle cross-sectional area (CSA) displayed in um^2^; and **D** soleus muscle BCHP, COLIV, and BCHP/COLIV ratio in STEM- and PBS-treated mice after 7 days of recovery following 14 days of hindlimb unloading. Representative immunohistochemistry images are depicted next to panel. *N* = 5 mice in each group. Results are mean with standard error of the mean. Two-way ANOVA-repeated measures used for panel *A*. *T*-test between PBS and STEM (**B**–**D**). *** = all PBS groups different to each other. † = different to all groups. * = different to PBS

Finally, we examined the effect of STEM on muscle macrophages and satellite cell abundance during recovery following disuse. STEM-treated mice had higher CD68 + /DAPI + (*p* = 0.0056) and CD11b + /DAPI + cells macrophage content in the soleus muscle (Fig. 7A and B). CD163 + /DAPI + cell macrophage content was not different between STEM- and PBS-treated mice during 7 days of recovery (Fig. 7A). STEM-treated mice also had an abundantly more Pax7 + cell (*p* = 0.0005) content in the soleus muscle of mice during 7 days of recovery compared to PBS-treated mice (Fig. 7C). There were no differences in body weight between STEM- and PBS-treated mice during recovery following 14d HU (Suppl Fig. 2F).Together, these results demonstrate that STEM-treated mice had higher macrophage and satellite cell abundance in aged skeletal muscle during recovery.

**Fig. 7:**
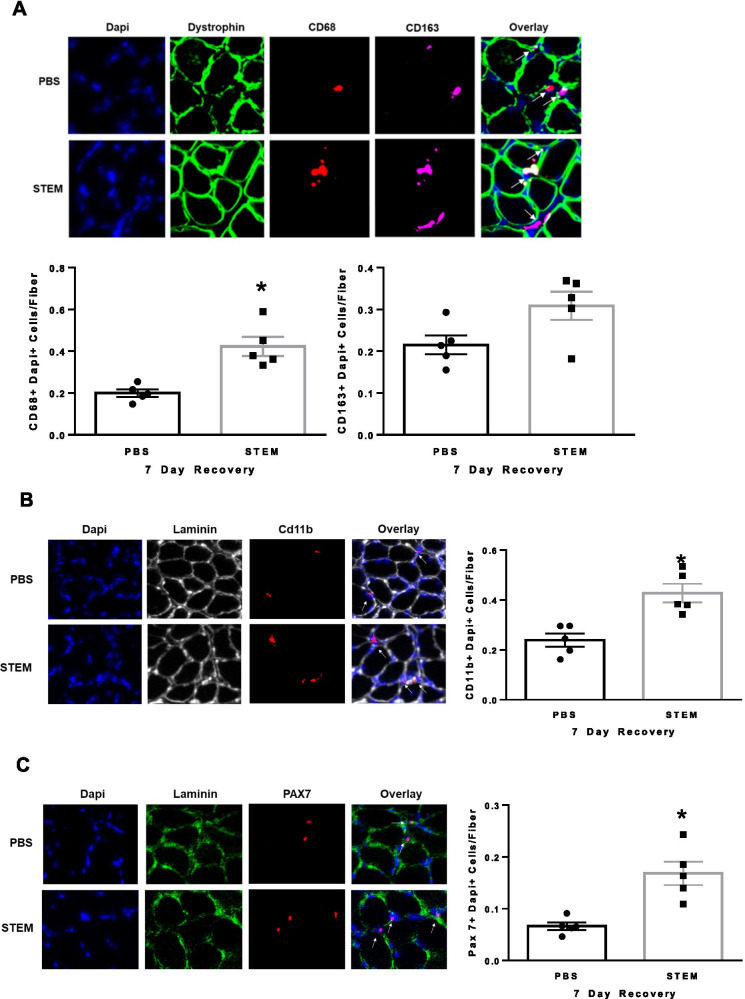
STEM effects on soleus muscle macrophage and Pax7 cell content after 7 days of recovery following hindlimb unloading:** A** CD68 + and CD163 + , **B** CD11b + , and **C** Pax7 + abundance in soleus muscle of PBS- and STEM-treated mice after 7 days of recovery following 14 days hindlimb unloading. Representative immunohistochemistry images are depicted next to panel. White arrows depict positive stained cells. Laminin in Cd11b was switched to white in ImageJ to more clearly depict the overlay. *N* = 5 mice in each group. Results are mean with standard error of the mean. *T*-test between PBS and STEM. * = different to PBS

### Effect of STEM on C2C12 myotube fusion and size

To further evaluate the effect of STEM independently on skeletal muscle, we exposed C2C12 myotubes to varying concentrations of STEM after 5 days of differentiation. As a result, we observed a robust induction of myonuclear fusion (percentage of nuclei per plate in a myotube; *p* = 0.0001) and myotube percent area (size; *p* = 0.0002) at 2, 4, 8, and 12% STEM when compared to controls (2 and 4% horse serum as well as serum-free media) (Fig. 8A). In lieu of these results, we repeated the experiments in a separate cohort of C2C12 myotubes in the presence of 4% STEM (compared to 4% horse serum) and performed RNA sequencing in order to provide insight how STEM may affect C2C12 myotubes at the transcriptional level. 

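C2C12 is a line of mouse myoblasts that fuse into multinucleated myotubes when serum is lowered, and STEM is the cell-free secretome of partially differentiated human embryonic stem cells. Myotubes differentiated for 5 days in 2% horse serum were kept for 24 h in medium with either 4% STEM or 4% horse serum. STEM was given in place of horse serum, so the comparison joins the addition of STEM with the removal of horse serum. Total RNA depleted of ribosomal RNA was made into stranded libraries, and 6 libraries were sequenced per group, numbered 1 to 6 for horse serum and 7 to 12 for STEM. The authors deposited the number of reads counted on each Ensembl gene in each library, without normalization, for genome build GRCm38 (mm10). The paper's text does not name the aligner, the counting program or whether the counting used the strand. The deposited counts summed to between 13285472 and 18254882 per horse serum library, with a median of 15533472, and to between 14909485 and 24536264 per STEM library, with a median of 15740424. The methods give the sequencing as 100 M read-pairs, while every value given here rests on the counts.
The counts were tested with edgeR's quasi-likelihood test after TMM normalization, with Benjamini-Hochberg adjustment over the 14175 genes that passed edgeR's filter on low counts. Values per library are CPM, the count of a gene relative to the normalized total of its library. No pair of libraries within a group was as close as repeat deposits of one library would be, with a chi-square per degree of freedom between 3.54 and 76.6 over the pairs. Principal component 1 of the log2 CPM held 44.2% of the variance and separated the groups, with 5 of the horse serum libraries between -35.5 and -24.6 and the STEM libraries between 15.5 and 28.6. Horse serum library 6 lay at 11.2 on this component and at -53.3 on component 2, where the other 11 libraries lay between 0.22 and 11.8. All 12 libraries were kept.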

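Of the 14175 genes tested, 5155 were differentially expressed between 4% STEM and 4% horse serum at an adjusted p-value of 0.05 or less, 2684 of them higher and 2471 lower with STEM. An absolute log2 fold change of at least 1 was reached by 381 of these genes, 162 higher and 219 lower. The 2 groups of libraries did not overlap for 2439 of the tested genes (17.2%), against the 0.216% that chance gives for 6 libraries against 6. The number of differentially expressed genes rose to 7245 when horse serum library 6 was left out, the alternative that moved it most.
The expression of collagen genes was examined as a list of all mouse genes with a collagen chain symbol. Of the 30 collagen chain genes tested, 18 were differentially expressed, 14 higher and 4 lower with STEM, and the number was also 18 when adjusted over the list alone. Their median log2 fold change was 0.26 (adjusted p = 0.0011 over 24 gene lists, camera with a preset correlation of 0.01). As a single value per library, the mean log2 CPM of these genes was higher by 0.34 with STEM (SD 0.050 with STEM and 0.041 with horse serum, n = 6 each), and every STEM library exceeded every horse serum library (exact permutation test, two-sided, p = 0.00216, the smallest that 6 libraries against 6 allow). Col6a2 rose from 153 ± 20.0 CPM to 381 ± 20.2 CPM (SD, n = 6), a log2 fold change of 1.32 (standard error 0.074, adjusted p = 1.81e-08 from the quasi-likelihood test in edgeR). In the horse serum group, library 6 had the highest value of this gene (191 CPM). The paper's term cell growth can also mean myotube size, for which no list was tested. A list of 44 proliferation genes, which bears on cell division only, was tested. Of these, 33 were differentially expressed, all of them lower with STEM (34 when adjusted over the list alone). The median log2 fold change of this list was -0.52 (adjusted p = 5.56e-10, camera), and 24 of 100 splits of the 12 libraries into 6 and 6, the real one included, gave a camera p-value as small. Its mean log2 CPM was lower in each STEM library than in each horse serum library (exact permutation test, two-sided, p = 0.00216). Across the 24 lists, 10 passed an adjusted p-value of 0.05 with camera, and those 10 also passed with the rotation test fry, while 0 of the 10 passed with camera when the correlation within each list was estimated.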

We report that STEM induced a transcriptional program related to cell growth and remodeling of collagen (Fig. 8B). Notable genes that were regulated pertained to collagen synthesis, degradation, and growth factors (IGF-binding protein 3, Col23a1, Col14a1, Mt2, Mt1, and Fmod). 

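Coordinates are those of GRCm38, and each of the 6 genes is annotated as protein coding. Igfbp3 (ENSMUSG00000020427, chromosome 11, 7206086 to 7213923) was expressed at 12.7 ± 1.73 CPM with horse serum and 71.6 ± 7.59 CPM with STEM (SD, n = 6 each). Its log2 fold change was 2.50 (standard error 0.097, adjusted p = 3.81e-10, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Col23a1 (ENSMUSG00000063564, chromosome 11, 51289920 to 51583918) had the largest rise of the 6 genes, from 5.14 ± 0.70 CPM to 60.5 ± 4.66 CPM, a log2 fold change of 3.55 (standard error 0.089, adjusted p = 1.34e-12). Fmod (ENSMUSG00000041559, chromosome 1, 134037254 to 134048277), the gene of the collagen-binding proteoglycan fibromodulin, rose from 4.87 ± 1.44 CPM to 21.8 ± 4.42 CPM, a log2 fold change of 2.14 (standard error 0.18, adjusted p = 1.01e-06).
Col14a1 (ENSMUSG00000022371, chromosome 15, 55307750 to 55520803) changed in the direction opposite to Col23a1, from 24.5 ± 5.07 CPM with horse serum to 2.75 ± 0.49 CPM with STEM, a log2 fold change of -3.14 (standard error 0.17, adjusted p = 1.5e-08). The metallothionein genes Mt2 (ENSMUSG00000031762, 94172664 to 94173568) and Mt1 (ENSMUSG00000031765, 94179082 to 94180327) lie next to each other on chromosome 8. Their sequences are similar, so the authors' counting could have split reads between them, and both changed the same way. Mt2 went from 30.0 ± 5.03 CPM to 3.20 ± 1.18 CPM (log2 fold change -3.21, standard error 0.20, adjusted p = 1.51e-07). Mt1 went from 103 ± 10.8 CPM to 16.2 ± 2.96 CPM (log2 fold change -2.67, standard error 0.11, adjusted p = 2.35e-09). For each of the 6 genes the 2 groups of libraries did not overlap (exact permutation test, two-sided, p = 0.00216). In horse serum library 6, Igfbp3 (9.38 CPM), Col14a1 (14.8 CPM) and Mt1 (85.0 CPM) lay below the other horse serum libraries. Fmod (7.53 CPM) and Col23a1 (5.79 CPM) lay above them in that library. With each library left out in turn, the log2 fold change stayed between 2.42 and 2.53 for Igfbp3, between 3.48 and 3.59 for Col23a1, between 2.07 and 2.32 for Fmod, between -3.25 and -3.08 for Col14a1, between -3.36 and -3.09 for Mt2 and between -2.77 and -2.61 for Mt1. Shrinkage of the fold changes with DESeq2's normal prior moved the values of the 6 genes most, to 2.30 for Igfbp3, 3.29 for Col23a1, 1.73 for Fmod, -2.56 for Col14a1, -2.5 for Mt2 and -2.42 for Mt1.

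**Figure D1:**
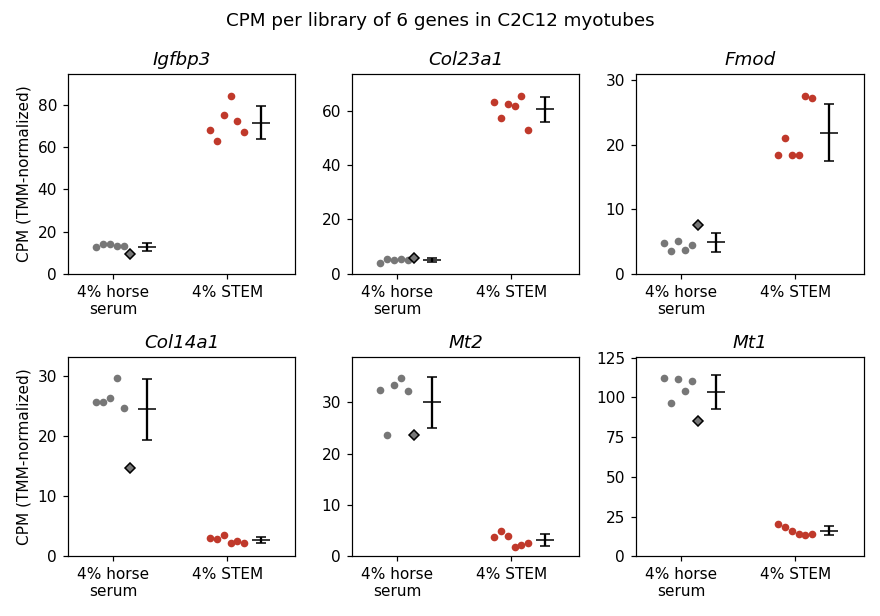
CPM after TMM normalization (vertical axes, linear, from 0) of 6 genes in each library of myotubes in 4% horse serum (grey) and 4% STEM (red). Points are libraries, the diamond is horse serum library 6, and bars are the mean ± SD of 6 libraries. For each gene, all 6 STEM libraries lie on the same side of the horse serum libraries.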

Overall, these results suggest that STEM improved myogenesis in C2C12 myotubes through the regulation of genes associated with growth factors and promotion of collagen remodeling.

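Of 63 tested genes that encode growth factors or their binding proteins, 34 were differentially expressed (34 when adjusted over the list alone), 21 higher and 13 lower with STEM. The median log2 fold change of this list was 0.11, which did not pass camera (adjusted p = 0.124). As a mean log2 CPM per library the list was higher by 0.12 with STEM, with 5 of 6 STEM libraries above every horse serum library (exact permutation test, two-sided, adjusted p = 0.0104 over the 24 lists). After Igfbp3, the genes of this list with the lowest p-values were both lower with STEM. Hgf was expressed at 41.8 ± 3.73 CPM with horse serum and 19.8 ± 2.35 CPM with STEM (SD, n = 6, adjusted p = 2.33e-07 in edgeR), and Grem1, a BMP antagonist, at 229 ± 29.2 CPM and 121 ± 7.47 CPM (adjusted p = 4.95e-07 in edgeR).
Of 28 tested regulators of myogenesis and fusion, 16 were differentially expressed, 8 higher and 8 lower with STEM (20 when adjusted over the list alone), with a median log2 fold change of -0.01 and an adjusted p of 0.954 from camera. Among those with the lowest p-values were Mcam (log2 fold change 1.22, adjusted p = 5.47e-07) and Jam2 (0.42, adjusted p = 2.91e-05), both from the same edgeR fit. The satellite cell marker Pax7 did not differ, at 33.3 ± 3.9 CPM with horse serum and 32.4 ± 5.78 CPM with STEM (SD, n = 6, exact permutation test, two-sided, p = 0.794). Of 62 sarcomere and contractile genes, 14 were differentially expressed, 7 in each direction (12 when adjusted over the list alone). Their mean log2 CPM differed by -0.08 between STEM and horse serum, within the spread between horse serum libraries (SD 0.70, n = 6, exact permutation test, two-sided, p = 0.911). This spread came from horse serum library 6, which was below each of the other horse serum libraries for 61 of the 62 genes. Without library 6, 42 of the 62 genes were differentially expressed and the mean log2 CPM differed by -0.37, lower with STEM (n = 6 against 5, exact permutation test, two-sided, p = 0.00433). The paper proposes that STEM favoured myogenesis by regulating growth factor genes and by promoting the remodelling of collagen.

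**Figure D2:**
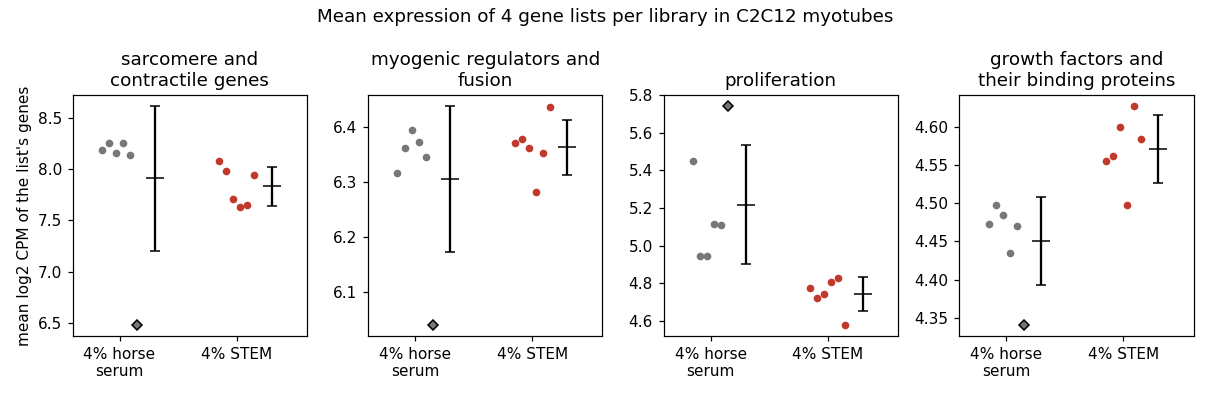
Mean log2 CPM (vertical axes) of the tested genes of 4 lists in each library of myotubes in 4% horse serum (grey) and 4% STEM (red). Points are libraries, the diamond is horse serum library 6, and bars are the mean ± SD of 6 libraries. Library 6 is the lowest horse serum library for 3 of the lists and the highest for proliferation.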

**Fig. 8:**
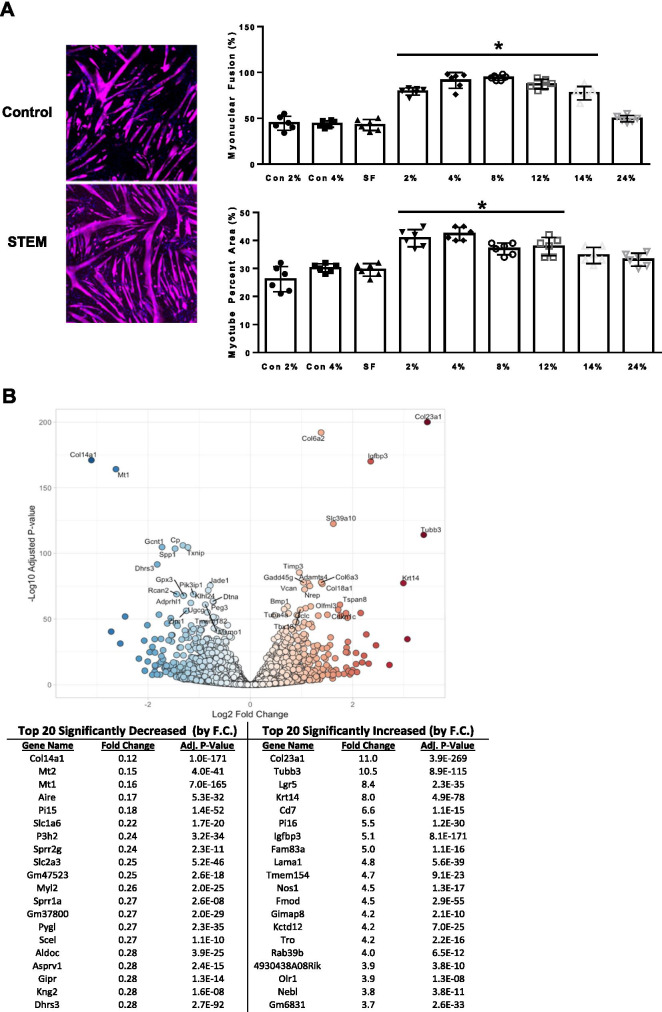
STEM effects on C2C12 myotube fusion, size, and myotube transcriptional signature: panels represent **A** quantification of controls (2% and 4% horse serum) and 2–24% STEM-treated C2C12 myotubes for myonuclear fusion (%) and myotube size. Representative images for horse serum and STEM for myonuclear fusion and myotube percent area. **B** Volcano plot and table of top significantly increased and decreased genes in STEM-treated myotubes compared to horse serum (control). SF denotes serum free media. Results are mean with standard error of the mean, one-way ANOVA. * = different from groups not under solid line

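The top 20 lists were recomputed from the counts by sorting the differentially expressed genes by log2 fold change. They shared 16 of the 20 increased genes and 13 of the 20 decreased genes of Fig. 8B. Of the 40 genes in Fig. 8B, 36 passed the filter on low counts, and all 36 were differentially expressed in the direction the figure lists. With limma-voom in place of edgeR, 31 of the 36 were, and Aire, Myl2, Pygl, Aldoc and Gipr were not called (adjusted p from 0.0593 to 0.144). The other 4 genes, Sprr2g, Sprr1a, Scel and Kng2, did not exceed 24 counts in any horse serum library or 4 counts in any STEM library. They were differentially expressed and lower with STEM in DESeq2 (adjusted p = 1.28e-06, 1.18e-05, 5.38e-07 and 1.52e-08) and in edgeR without the filter. In horse serum library 6, Sprr2g, Sprr1a and Scel were as low as 2, 1 and 5 counts, within or next to the STEM libraries. For Sprr1a and Kng2 every STEM library had 2 counts or fewer, and CPM were at least 4.66-fold and at least 5.58-fold lower than with horse serum when the STEM libraries were set at 3 counts. The 7 tested genes of the figure that fell outside the recomputed lists were Pygl, Aldoc, Dhrs3, Lama1, Fmod, Kctd12 and Gm6831. Of these, Lama1 had the smallest log2 fold change of the increased genes (1.88, standard error 0.40, adjusted p = 0.00312 in edgeR). Its 9.02 CPM in horse serum library 6 stood against 2.06 CPM on average in the other 5, and without library 6 its log2 fold change was 2.56. Gm6831 is annotated as a transcribed pseudogene, so the authors' counting could have split reads between it and a related gene. With DESeq2's Wald test in place of edgeR, 9 increased and 7 decreased genes were shared, and without the filter on low counts 2 and 2. All 20 and 20 were shared with DESeq2's normal prior and horse serum library 6 left out, a setting chosen after the values were seen.
Among genes whose groups of libraries did not overlap, the largest rises named by fitted log2 fold change were those of Cd7, 4930438A08Rik, Col23a1, Adamts15 and Fam83a. Cd7 went from 0.10 ± 0.10 CPM with horse serum (0 to 4 counts per library) to 2.58 ± 0.47 CPM with STEM (SD, n = 6). The gene 4930438A08Rik had at most 3 counts in every horse serum library and was at least 8.32-fold higher with STEM. Adamts15, which the figure does not list, had a log2 fold change of 3.37 (standard error 0.47, adjusted p = 6.08e-05 in edgeR) on 10 to 42 counts per STEM library. Fam83a, with 33 to 70 counts per STEM library, had a log2 fold change of 3.31 (standard error 0.30). Beside Mt2, Col14a1 and Mt1, the largest falls without overlap were those of Slc1a6 (log2 fold change -2.79, standard error 0.22) and Pi15 (-2.76, standard error 0.17).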

## Discussion

Here, we report the unique observation that STEM treatment attenuated the loss of soleus muscle mass and fiber cross-sectional area during disuse and resulted in higher muscle mass and cross-sectional after 7 days of recovery in ambulatory control–aged mice. Moreover, these findings were supported by improved grip strength and muscle collagen IV turnover. We also report that STEM treatment was capable of modulating the content of muscle macrophages and satellite cells across all treatment groups. Together, these results suggest that STEM is a novel therapeutic that can enhance muscle size and strength and reduce collagen IV accumulation during disuse and recovery in aged mice.

Skeletal muscle is a highly adaptive tissue capable of modulating its size and functional capacity in response to changes in loading stimuli [60]. Hindlimb unloading in mice induces robust atrophy and weakness and is frequently used to model disuse atrophy and impaired muscle recovery in aging [1, 3, 10, 61]. Limited muscle size and functional reserve can lead to disability and lower quality of life in older adults [62], thereby emphasizing the need to develop therapeutics to counter these deficits in muscle structure and function. Our primary findings demonstrate that STEM administration was capable of inducing soleus muscle mass and cross-sectional area in a variety of scenarios with application to sarcopenia, muscle disuse, and age-related impairments following recovery from disuse. Interestingly, whole body grip strength was improved across all treatment groups following a local muscle administration of STEM to a single limb, suggesting that a systemic effect of STEM may have occurred (e.g., diffusion into microcirculation, release of myokines), though this will require future examinations. Furthermore, in vitro analysis demonstrated that STEM can influence muscle directly by inducing myotube hypertrophy and fusion. Therefore, we speculate that STEM promoted muscle hypertrophy directly in vitro and in vivo likely driven by the multitude of growth factors within the secretome such as follistatin, insulin, IGF-binding protein 2, and IGF-binding protein 6 [52–56].

Another major finding was that STEM-treated mice had lower muscle collagen IV content and higher CD68 + and CD11b + macrophage abundance following all three experimental conditions when compared to PBS-treated mice. A common ailment of aged skeletal muscle is elevated collagen deposition which is believed to partly contribute to impaired function during aging and poor regrowth following disuse atrophy [11, 12, 63, 64]. Moreover, dysfunctional inflammatory macrophages and an accumulation of anti-inflammatory-like (CD163 +) macrophages may underscore the poor remodeling of aged skeletal muscle [21, 23–25, 32]. Pro- and anti-inflammatory-like macrophages secrete a mileu of cytokines and growth factors that regulate satellite cell function (proliferation [65–67], differentiation [65, 66]), and collagen turnover [67]. In the current study, we demonstrated that STEM-treated mice were characterized with a heightened level of inflammatory macrophages across all experimental treatment groups. This is in line with the success of immunotherapies that promote macrophage infiltration in healthy and aged skeletal muscle and thus are effective to enhance muscle regrowth from disuse and injury [68–70]. While the only immune cells we examined were macrophages, we recognize that the STEM cocktail may be indirectly influencing muscle by regulating a multitude of immune cells important for muscle regrowth such as neutrophils and T cells. Together, these findings suggest that STEM administration at baseline and during disuse and recovery periods promoted an accumulation of CD68 + and CD11b + macrophages coinciding with lower collagen IV content which cumulatively might be related to greater muscle size expansion and heightened strength in aged mice.

We also provide evidence that STEM administration robustly resulted in a higher total number of Pax7 + cells in aged muscle across all treatment groups when compared to PBS injected controls. Satellite cells are critical for regeneration following damage and are often dysfunctional in aged skeletal muscle; however, their role in skeletal muscle mass maintenance is debated [71–73]. A recent study highlighted the aging immune system as a modulator of the muscle stem cell environment [24]. For example, transplantation of old bone marrow cells into young mice decreased skeletal muscle Pax7 + cells and biased them toward a more fibrogenic cellular lineage [24]. Therefore, we suggest that STEM may modulate skeletal muscle immune cells thereby improve the aged muscle microenvironment and satellite cell function.

Lastly, the transcriptome analysis in C2C12 myotubes treated with STEM also support profound changes in gene networks related to skeletal muscle remodeling and collagen synthesis. However, the C2C12 analysis did not uncover any noteworthy changes to pathways governing immune cells as observed in the animal experiments. This is likely due to C2C12 myotubes not possessing any resident immune cells like the heterogenous cell nature of whole skeletal muscle [74]. This suggests that STEM, in addition to direct effects on muscle cells, may mediate immune cell content independent from direct targeted effects on the myofiber.

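The genes of collagen synthesis were examined as a list of hydroxylases, chaperones, propeptidases and crosslinking enzymes of collagen. Of 32 tested, 21 were differentially expressed, 18 higher and 3 lower with STEM (21 when adjusted over the list alone). The median log2 fold change of the list was 0.19 (adjusted p = 0.00019, camera), and its mean log2 CPM was higher by 0.17 with STEM (SD 0.035 with STEM and 0.033 with horse serum, n = 6 each), with every STEM library above every horse serum library (exact permutation test, two-sided, adjusted p = 0.00649 over the 24 lists). The lowest p-values were those of the lysyl oxidase gene Loxl4 (log2 fold change 0.73, standard error 0.054), the procollagen proteinase gene Bmp1 (0.69, standard error 0.055) and the prolyl hydroxylase gene P3h1 (0.61, standard error 0.050), with adjusted p of 2.33e-07, 4.2e-07 and 5.56e-07 in edgeR. The prolyl hydroxylase gene P3h2, named after its values were seen, went the other way (log2 fold change -2.14, standard error 0.30).
Of 37 tested genes of matrix degradation and its inhibitors, 24 were differentially expressed (24 when adjusted over the list alone), 15 higher and 9 lower with STEM. The list did not pass camera (median log2 fold change 0.05, adjusted p = 0.246) and passed the exact permutation test of its mean log2 CPM (difference 0.16, adjusted p = 0.0104). Timp3, an inhibitor of metalloproteinases, went from 253 ± 11.6 CPM with horse serum to 494 ± 24.5 CPM with STEM (SD, n = 6, adjusted p = 4.76e-09 in edgeR), and Plat and Adamts16 were higher with log2 fold changes of 0.86 and 1.08. Of 54 other matrix protein genes, 28 were differentially expressed, 19 higher and 9 lower (32 when adjusted over the list alone), with an adjusted p of 0.207 from camera and of 0.028 from the exact permutation test. Spp1 went from 1980 ± 340 CPM to 658 ± 62.2 CPM and Sparc from 2370 ± 84.0 CPM to 3320 ± 130 CPM (SD, n = 6).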

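Immune genes were examined in 5 lists. Of 25 tested chemokines and cytokines, 13 were differentially expressed (14 when adjusted over the list alone), 6 higher and 7 lower with STEM, and the list as a whole did not pass camera (adjusted p = 0.931) or the exact permutation test of its mean log2 CPM (difference -0.02, adjusted p = 0.699). Of 41 interferon response genes, 14 were differentially expressed (14 when adjusted over the list alone), 5 higher and 9 lower (adjusted p = 0.743, camera), and the mean differed by -0.02 (exact permutation test, adjusted p = 0.768). Without horse serum library 6, 21 of 40 tested genes of this list were differentially expressed, 11 higher and 10 lower. Of 29 genes of the NF-kB response, 12 were differentially expressed (12 when adjusted over the list alone), 3 higher and 9 lower (adjusted p = 0.202, camera). The mean log2 CPM of the NF-kB list differed by -0.11, with 2 of 6 STEM libraries below every horse serum library (exact permutation test, two-sided, adjusted p = 0.0487). Without horse serum library 6 it differed by -0.14 (adjusted p = 0.0137 from the exact test), and 18 of the 29 genes were differentially expressed, 6 higher and 12 lower. Of 29 genes of complement and antigen presentation, 11 were differentially expressed (11 when adjusted over the list alone), 1 higher and 10 lower. The median log2 fold change of this last list was -0.19 (adjusted p = 0.00546, camera), and its mean log2 CPM differed by -0.21, with 4 of 6 STEM libraries below every horse serum library (exact permutation test, two-sided, adjusted p = 0.0142 over the 24 lists). A camera p-value as small was given by 6 of 100 splits of the 12 libraries, the real one included.
Single immune genes moved in both directions. Vcam1 was at 101 ± 5.04 CPM with horse serum and 57.9 ± 5.39 CPM with STEM (SD, n = 6). Il12a had a log2 fold change of -1.41, Masp1 of -0.90 and Ifit2 of -0.66, while Lif had one of 1.40, Il6 of 1.30 and Cxcl14 of 1.03, each with an adjusted p of 0.000147 or less in edgeR. Il6 rested on 10 to 24 counts per horse serum library and 27 to 74 per STEM library, and both it and Lif were highest in library 6 among the horse serum libraries.
Of the macrophage markers, 4 passed the filter on low counts and 0 of these 4 were differentially expressed, also when adjusted over the list alone, with 1 at an unadjusted p of 0.05 or less. Csf1r and Itgb2, named after their values were seen, were called in other fits. Csf1r, with 1 to 9 counts per horse serum library and 6 to 30 per STEM library, was under the filter over all libraries. It was called as higher in the fit without horse serum library 1, 2, 3, 4, 5 or 6 or STEM library 12 (log2 fold change 1.45 and adjusted p = 0.00234 in edgeR without library 6), without a filter (1.70) and with DESeq2 (1.71). Without horse serum library 6, Itgb2 was also called (log2 fold change 0.80, adjusted p = 0.0407 in edgeR), so that 2 of 5 tested markers were, both higher. Cd68 was at 3.6 ± 0.94 CPM with horse serum and 3.88 ± 0.47 CPM with STEM (SD, n = 6, exact permutation test, two-sided, p = 0.558). Itgam, which encodes Cd11b, had 2 to 9 counts per horse serum library and 1 to 7 per STEM library, and Cd163 had 3 to 16 and 3 to 14. Both were under edgeR's filter, and neither was called with DESeq2 (log2 fold change -0.48, adjusted p = 0.58, and 0.01, adjusted p = 0.989).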

In summary, our results suggest that the novel secretome, STEM, improved aged skeletal muscle mass and strength and during disuse atrophy and recovery. While an exact mechanism of action is difficult to determine, we surmise that STEM’s unique growth factor properties and cytokine profile modulated immune and satellite cells that could possibly influence collagen turnover. We also recognize that STEM had isolated benefits in soleus compared to the other hindlimb muscle groups. Though STEM may preferentially target soleus muscle due oxidative muscle having heightened sensitivity to insulin and growth factors [75–77] and high macrophage content [78], we did notice some modest improvements in plantaris size in some experimental conditons with STEM treatment. This suggests that further optimization of dosing and delivery approaches will be important to advance STEM as a future therapeutic in aging muscle.

## Supplementary Information

Below is the link to the electronic supplementary material.

Top Expressed Factors in STEM Identified by Multiplex ELISA: Top identified immune modulators (red), growth factors (green) and cyto-skeletal factors (blue) in STEM. pg/ml denotes picograms per milliliter. All values are mean with standard error of the mean. Values were obtained via multiplex ELISA from 3 separate samples.

Raw Muscle Weight and Body Weight: Raw soleus (mg), plantaris (mg), gastrocnemius (mg), and bodyweight (g), for: (panel A, D) 14d ambulatory control PBS and STEM-treated mice, (panel B, E) 14d of HU PBS and STEM treated-mice, and (panel C, F) 7 day of recovery following 14d hindlimb unloading in PBS and STEM-treated mice. N=5 mice in each group. Results are mean with standard error of the mean. T-test between PBS and STEM. *=different to PBS.

How the deposited data were processed for this re-analysis (not part of the article)

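The experiment with deposited data is the RNA sequencing of C2C12 mouse myotubes that were differentiated for 5 days in 2% horse serum and then kept for 24 h with 4% STEM or 4% horse serum, with 6 libraries per group. The authors prepared stranded total RNA libraries depleted of ribosomal RNA, sequenced them in paired reads and deposited raw read counts per gene on genome build GRCm38 (mm10). No normalization is included in the deposited counts, and the paper's text does not name the aligner, the counter, the annotation release or a strand setting. The authors then ran DESeq2 on such counts at a 5% false discovery rate, and the table of their fold changes beyond Fig. 8B was not analysed here.

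All 12 libraries were assigned to their group by the sample labels, and no library was left out of the main results. Of the listed Ensembl genes, 29620 had counts in any library. Gene symbols, coordinates, gene lengths and GC content were taken from a GENCODE annotation of GRCm38, which held 55227 of the listed genes. The genes outside it held 0.00268% of the counts. Depth was between 13285472 and 24536264 counts per library. A gene at or below 3 counts in every library of a group was treated as at the floor, and a fold against such a group is given as a bound. Floors cover counting error only.

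Differential expression was tested with edgeR 4.0.16 (glmQLFit with robust estimation and glmQLFTest, TMM normalization, filterByExpr) in R 4.3.3, which kept 14175 genes. P-values were adjusted by the Benjamini-Hochberg method and a gene was called at an adjusted p-value of 0.05 or less. The paper's tool, DESeq2 (here version 1.42.0), and limma-voom (limma 3.58.1) were run as alternatives. Shrunken fold changes were computed with DESeq2's normal prior and with apeglm 1.24.0. Log2 CPM used a prior count of 2. Exact permutation tests compared 6 libraries with 6 and were two-sided.

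Fig. 8B of the paper, made from these same data, shows genes of several of the gene lists used here. The 24 gene lists were written before the data were examined, as were the tests and the alternatives unless stated otherwise. They covered collagen chains, enzymes of collagen synthesis and crosslinking, matrix degradation, other matrix proteins, growth factors, chemokines and cytokines, the interferon response, the NF-kB response, complement and antigen presentation, macrophage markers, myogenic regulators, sarcomere genes, proliferation, zinc-induced genes, zinc-repressed importers, glucocorticoid-induced genes, sterol synthesis, FOXO-induced genes, retinoid-induced genes, hypoxia and glycolysis, the TGF-beta response, the ATF4 response, the NRF2 response, and markers of pluripotent cells and neural progenitors. Lists were tested with camera from limma at a preset inter-gene correlation of 0.01, with p-values adjusted over the 24 lists. The mean log2 CPM of each list per library was compared by an exact permutation test, a test that was added after the data were examined because splits of the libraries showed that camera gave small p-values often. Camera asks whether a list moved more than other genes, and the permutation test whether its mean moved at all.

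The genes named in the text were chosen by a rule fixed before the data were examined. It takes every gene the results text names, the 5 genes with the largest rise and the 5 with the largest fall among called genes without overlap between the groups, at most 3 genes with the lowest p-values per list among called genes, the genes of Fig. 8B that were not called or not among the recomputed top 20 genes, and the markers Cd68, Itgam, Cd163 and Pax7. Some genes that meet this rule are not reported here. Genes outside this rule also appear, such as Tro, Gimap8, Olr1, Krt14, Lgr5, Lin28a, Dppa4 and Dnmt3b in the closing section, and not all are marked as such.

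The tests were tried on simulated counts with the real genes, means and library sizes, in which 200 of 14175 genes were changed. Of the 100 genes changed 4-fold edgeR recovered 98, and of the 100 changed 2-fold it recovered 90, with 4.08% of its calls false. DESeq2 recovered 100 and 92, with 11.5% of its calls false, and limma-voom recovered 98 and 90, with 4.57% false. The simulated genes varied independently and no library was set apart, while 5155 genes were called in the real counts. These rates therefore need not hold there.

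The alternatives were DESeq2's size factors, total counts only and upper quartile normalization, no filter on low counts, at least 10 counts in every library, DESeq2, limma-voom, thinning of every library to the lowest total, offsets for GC content and gene length, and leaving out each library in turn. GC content and length were known for 99.9% of the tested genes. An adjusted p-value of 0.01, a test against a 1.5-fold change (glmTreat), shrunken fold changes, fry, camera with an estimated correlation and lists without the genes of Fig. 8B were tried where they apply. With the other scalings, the median log2 fold change of all tested genes moved by at most 0.0203 from its value with TMM.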

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

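The tests of explanations in this part were chosen after the results were seen, except those of zinc, glucocorticoid, sterol, FOXO, library size and GC content for the number of changed genes, and chance for that number.

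Horse serum library 6 stood apart from the other 5 horse serum libraries. The gap between the outermost library and its nearest neighbour, divided by the range of the 6 libraries, was compared with Dixon's critical value for 6 samples. For library 6 this ratio was 0.774 for the normalization factor, 0.777 for the share of counts in the 10 most counted genes (9.23% against 11.9% to 12.6%), 0.726 for the mitochondrial share (2.43% against 3.72% to 4.21%), 0.768 and 0.948 for principal components 1 and 2, and 0.907 for the mean correlation with the own group (0.970 against 0.987 to 0.988). Among the named genes, library 6 was the outermost with a ratio of 0.729 for Igfbp3, 0.732 for Col14a1, 0.856 for Myh14, 0.657 for Pik3ip1, 0.843 for Klhl24, 0.713 for Dhrs3, 0.734 for Slc2a3, 0.87 for Pygl, 0.817 for Aldoc, 0.791 for Sprr2g, 0.639 for Sprr1a, 0.675 for Scel and 0.655 for Pax7, all lowest in that library. It was the highest with a ratio of 0.629 for Col6a2, 0.688 for Il6, 0.762 for Slc30a1, 0.804 for Slc39a6 and 0.659 for Kctd12. In all, 179 groups of 6 values were examined and 32 passed the critical value, where chance gives about 8.9. At library 6 were 18 genes and 6 library measures.

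Several technical explanations of library 6 were tested. RNA of a STEM library mixed into it, or a library exchanged for one, would leave it between or within the groups, but 215 genes lay at least 2-fold outside all 11 other libraries in library 6 (206 below and 9 above), against 1 to 9 genes in each of the other libraries. Over 63 genes at least 4-fold apart between the groups without library 6, the share of STEM RNA that would give its value had quartiles of 8.95% and 87.5%, where mixing would give a single share. The largest gap ratio on the first 3 principal components was 0.952 after all libraries were thinned to the lowest total, 0.956 with offsets for GC content and gene length, and 0.947 without the 100 most counted genes, which argues against these as the whole cause. Library 6 had a lower level than each other horse serum library for 61 of 62 sarcomere genes and 35 of 36 hypoxia and glycolysis genes, and a higher level for 37 of 44 proliferation genes. Less differentiated cells in that well are a candidate explanation. The mean log2 CPM of the list of myogenic regulators was 6.04 in library 6, below every other library (6.281 to 6.436), which goes with this explanation. The median of that list in library 6 was at percentile 26.4 of 10000 random lists matched on expression, with members in both directions. Less differentiated cells therefore stay open as an explanation, as does any difference in the well itself, for which the labels give no batch.

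In other libraries the gaps were no more than chance gives. They were the total counts of STEM library 7 (ratio 0.79) and 7 genes, namely Col23a1 (0.646) and Adamts16 (0.639) in horse serum library 1, Sparc (0.783) in library 5, Crabp2 (0.638) and Sesn2 (0.663) in library 3, P3h1 (0.626) in STEM library 8 and Hgf (0.716) in STEM library 12. No biological explanation was tested for these.

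The number of changed genes was set against other splits of the libraries. Of 100 splits of the 12 libraries into 6 and 6, drawn from 462 with the real one included, 1 gave as many as 5155 changed genes and 1 as many as 381 genes changed at least 2-fold, in both cases the real one. The next split gave 4192 genes and separated horse serum libraries 1 to 5 and STEM library 8 from horse serum library 6 and the other STEM libraries, while the median of the other splits was 0. Thinning left 4957 changed genes and offsets for GC content and length left 5205, so neither library size nor these biases account for the number. Addition of STEM and removal of horse serum cannot be told apart, since 0 libraries came from cells without both.

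Beside the 2 collagen lists, 8 lists passed an adjusted p-value of 0.05 with camera. The paper speaks of cell growth and of pathways of immune cells, and its text reports no test of these 8 lists. Lower with STEM were complement and antigen presentation (median log2 fold change -0.19), proliferation (-0.52), zinc-induced genes (-2.67, 3 genes), glucocorticoid-induced genes (-0.29), sterol synthesis (-0.42) and FOXO-induced genes (-0.24), and higher were zinc-repressed importers (0.96, 2 genes) and the ATF4 response (0.40). With collagen chains and collagen synthesis enzymes, 10 of the 24 lists passed. Camera with its preset correlation passed many lists in other splits too. Of the 100 splits 4 gave at least 10 lists, and the median of the others was 5. For single lists, a camera p-value as small came in 24 of the 100 splits for proliferation, 15 for the ATF4 response, 6 for complement and antigen presentation, 4 for glucocorticoid-induced genes, 3 for FOXO-induced genes, 2 for collagen synthesis enzymes, and 1, the real one, for collagen chains, zinc-induced genes, zinc-repressed importers and sterol synthesis. Fig. 8B, made from these same data, shows 2 of the 3 zinc-induced genes and 1 of the 2 importers. The results of these 2 zinc lists are therefore not independent of the figure. Camera alone therefore leaves proliferation, the ATF4 response and complement within what regrouping gives. The exact permutation test of the list means, which does not rest on a preset correlation, gave an adjusted p of 0.0142 for complement, 0.0173 for FOXO-induced genes and 0.00649, the smallest it gave, for each of the other 8 lists.

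Technical explanations of these list results were tested together. All 10 lists stayed past the threshold in the same direction after thinning (10), with offsets for GC content and length (10), with upper quartile scaling (10) and without horse serum library 6 (10). The 24 called genes of the ATF4 response were all higher and the 20 called sterol synthesis genes all lower, led by Atf3 (log2 fold change 1.49), Sesn2 (0.66) and Nupr1 (0.48), and by Msmo1 (-0.87), Hmgcs1 (-0.74) and Acat2 (-1.08). More cells fused into myotubes would be a candidate explanation of the lower proliferation genes (Tk1, log2 fold change -1.29, Ccne2, -0.83, and Aurkb, -0.86), and would raise the sarcomere list. The median log2 fold change of that list was -0.22 over all libraries, where library 6 widened the spread, so the explanation stays open there. Without horse serum library 6 the median was -0.35, and 35 of the 42 called genes of the list were lower. The mean log2 CPM then differed by -0.37 (SD 0.052 with horse serum, exact permutation test, two-sided, p = 0.00433). For the sarcomere genes without library 6, these values argue against the predicted rise of the list. They do not measure fusion itself. The paper reports more myonuclear fusion and a larger myotube area with STEM than with horse serum, at the sequenced dose too. Those measurements were made on other myotubes than the ones sequenced. More fusion therefore stays open as an explanation of the lower proliferation genes. Whether these list changes come from STEM or from the loss of serum stays open.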

How the results depend on the processing

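The alternatives were fixed before the data were examined, except those said to be added. No paired analysis was possible, since the labels give only a serial library number and neither pairing nor plate. The paper describes RNA collected per culture well and does not say which wells shared a plate. A plate difference between the 2 groups therefore cannot be told from the treatment. The number of differentially expressed genes lay between 4648 and 5321 across the 9 alternatives of normalization, filter, test, depth and GC content, and between 4459 and 7245 across the 12 fits that each left out one library, where 7245 was reached without horse serum library 6 and the others lay between 4459 and 4801. The share of higher genes among them stayed between 47.1% and 54.7%. At an adjusted p-value of 0.01, 3266 genes were called, 1676 higher and 1590 lower, as the stricter threshold implies.

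The number of genes changed at least 2-fold depended on the low counts and on horse serum library 6. It was 697 without a filter (285 higher, 412 lower), 251 with at least 10 counts in every library (93 higher), 635 with DESeq2's Wald test (249 higher, 386 lower) and 268 with the test against a 1.5-fold change. With settings added after the data were examined, it was 827 with DESeq2 without horse serum library 6 (320 higher, 507 lower), 239 with DESeq2's normal prior (131 lower) and 124 with the normal prior of lfcShrink (63 higher, 61 lower), which had been set in advance for fold changes and the top 20 lists but not for this number. More genes with few counts were tested without a filter (29620 genes) and with DESeq2 (18131) than in the main fit (14175). This does not account for the rise without library 6, where DESeq2 tested fewer genes (18007) than with all libraries. In edgeR the number was 507 over 14267 genes without library 6. For the priors the cause was not tested.

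The log2 fold changes of Igfbp3, Col23a1, Col14a1, Mt2, Mt1 and Fmod kept their direction and an adjusted p-value of at most 8.77e-06 in every alternative. Of the top 20 lists of Fig. 8B, the shared decreased genes went from 13 to 2 without a filter and to 7 with DESeq2's Wald test, and the shared increased genes from 16 to 2 without a filter, 8 with at least 10 counts in every library and 9 with DESeq2's Wald test. With the added settings that left out horse serum library 6, 7 decreased and 8 increased genes were shared with DESeq2's Wald test, and 20 and 20 with its normal prior. With at least 10 counts in every library, 19 of the listed genes were called in the listed direction, since fewer genes were tested.

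With the correlation estimated within each list, the 10 lists that passed camera no longer did, with unchanged medians. These were collagen chains (median log2 fold change 0.26, adjusted p = 0.081), collagen synthesis enzymes (0.19), complement and antigen presentation (-0.19), proliferation (-0.52), zinc-induced genes (-2.67), zinc-repressed importers (0.96), glucocorticoid-induced genes (-0.29), sterol synthesis (-0.42), FOXO-induced genes (-0.24) and the ATF4 response (0.40, adjusted p = 0.290). The adjusted p-values were between 0.081 and 0.371. With fry, 7 further lists passed, namely matrix degradation (0.0452), other matrix proteins (0.0607), growth factors (0.11), the NF-kB response (-0.12), retinoid-induced genes (0.0687), the TGF-beta response (0.24) and pluripotent markers (-0.36). With the exact permutation test of the list mean, added after the data were examined, the differences of the mean that newly passed were 0.16 for matrix degradation, 0.18 for other matrix proteins, 0.12 for growth factors, -0.11 for the NF-kB response and 0.19 for the TGF-beta response, and pluripotent markers had the opposite direction (0.15). Both fry and this test ask another question than camera. Growth factors also passed with at least 10 counts in every library (0.11), and pluripotent markers without the genes of Fig. 8B (-0.40). The 2 zinc lists had fewer than 2 genes without those of Fig. 8B and were not tested there. The hypoxia list passed with total counts only (-0.21), without a filter (-0.25), with DESeq2 (-0.25) and with GC content and length offsets (-0.31), and the TGF-beta response without a filter (0.17) and with DESeq2 (0.24). The cause was not tested.

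Lists far from the threshold changed direction in camera. These were chemokines and cytokines with upper quartile (median 0.0021), no filter (-0.11), at least 10 counts (0.13), thinning (-0.0752) and fry (0.0221), macrophage markers without a filter (-0.14), and myogenic regulators with total counts only (0.0173), at least 10 counts (-0.0463) and GC content and length offsets (-0.0673). The number of changed genes in a list moved from 14 to 6 without a filter and to 8 with limma-voom for sarcomere genes, from 6 to 2 with limma-voom for hypoxia, from 14 to 9 with total counts only for the NRF2 response, and from 0 to 1 without a filter and with DESeq2 for macrophage markers. The cause was not tested.

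Across the fits that each left out one library, the median log2 fold change lay between -0.35 and -0.16 for sarcomere genes and between -0.43 and -0.19 for hypoxia and glycolysis, and both lists passed without horse serum library 6 (-0.35, adjusted p = 1.95e-05, and -0.43, adjusted p = 2.73e-08). Their changed genes numbered 10 to 42 and 6 to 32, with 42 and 32 reached without that library, so that both results depend on this library. Hypoxia also passed without STEM library 7 or 8. The median lay between 0.21 and 0.26 for the TGF-beta response, which passed without horse serum library 6 or STEM library 10. It lay between -0.11 and 0.0245 for chemokines, -0.0791 and 0.0539 for the interferon response and -0.0877 and 0.0251 for myogenic regulators, where the direction changed. Changed macrophage markers numbered 0 to 2, with 2 reached without horse serum library 6, and changed zinc importers 1 to 2. Among named genes, the log2 fold change of Cd68 was between -0.011 and 0.212 and that of Pax7 between -0.122 and 0.018, neither past the threshold in any of these fits. Slc39a6 was no longer called in 5 of the 12 fits. With limma-voom Myh14, Pygl and Aldoc, and Aire, Myl2 and Gipr of Fig. 8B, were no longer called, and with GC content and length offsets Terf1.

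At 13285472 to 24536264 counts per library, genes with a few counts, such as Itgam and Cd163, were under edgeR's filter, and neither of these 2 was called with DESeq2. Folds against groups at or below 3 counts are bounds.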

Differences from the paper's values

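The fold changes in the table of Fig. 8B were compared with those recomputed from the counts for the 36 tested genes, and 8 differed. A fold change was taken to differ where it was more than 1.5 times the paper's, or the paper's more than 1.5 times it, and the distance on the log2 scale exceeded the SD between libraries. A bound differed where it was more than 1.5 times the paper's fold. A gap is called closed where this no longer held. For Cd7 the paper gives about 6.6 in Fig. 8B, read by eye, against 22.8 here. It gives about 5.0 for Fam83a against 9.93, about 4.2 for Tro against 7.55, about 3.8 for Nebl against 6.80, about 3.9 for 4930438A08Rik against at least 8.32, about 4.2 for Gimap8 against 7.74, about 3.9 for Olr1 against 6.27 and about 0.22 for Slc1a6 against 0.144, all in Fig. 8B and read by eye. Of the alternatives set before the data were examined, DESeq2 with lfcShrink's normal prior moved all 8 values to the other side of the paper's. Within the limits above it closed the gap for Cd7 (4.43), Fam83a (3.41), Tro (3.34), Nebl (2.74), 4930438A08Rik (2.72) and Slc1a6 (0.287), and not for Gimap8 (2.42) or Olr1 (1.93). For Slc1a6 it was also closed by apeglm, by thinning and by leaving out horse serum replicate 1 or 4 or STEM replicate 7, 9 or 11, and for Olr1 by leaving out horse serum replicate 1, 2 or 5 or STEM replicate 11. The other alternatives that gave a value, DESeq2 without shrinkage included, did not close these gaps, and for Gimap8 none of those set before the data were examined did. With at least 10 counts in every library these 8 genes were not tested and gave no value, nor did thinning give one for 4930438A08Rik.

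The paper's adjusted p-values in Fig. 8B were smaller than those of edgeR. As minus log10 of the adjusted p, the paper's values are about 170 for Igfbp3, about 270 for Col23a1, about 170 for Col14a1, about 40 for Mt2, about 160 for Mt1 and about 55 for Fmod, read by eye from Fig. 8B, against 9.42, 11.9, 7.82, 6.82, 8.63 and 5.99 here. Values within 1.5 times of each other were taken as not different. DESeq2's Wald test, an alternative set before the data were examined, closed the gap for Igfbp3 (122), Col23a1 (271) and Mt1 (116), and not for Col14a1 (71.5), Mt2 (60.0) or Fmod (31.7). The other alternatives set before the data were examined that have a p-value of their own did not close it for any of the 6 genes.

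A setting chosen after seeing the values, DESeq2 with horse serum library 6 left out and genes with a count above 5 in any library, gave 170 for Igfbp3, 268 for Col23a1, 171 for Col14a1, 40.4 for Mt2, 164 for Mt1 and 54.5 for Fmod. With a normal prior on the fold changes in the same setting, also chosen after seeing the values, the fold change was 6.59 for Cd7, 4.96 for Fam83a, 4.19 for Tro, 3.79 for Nebl, 3.94 for 4930438A08Rik, 4.24 for Gimap8, 3.85 for Olr1 and 0.221 for Slc1a6. In that setting 36 of the 36 fold changes were within 1.1 times the figure's, and the recomputed top 20 lists held 20 of the 20 decreased and 20 of the 20 increased genes. With the normal prior and all 12 libraries, a setting likewise chosen after seeing the values, the 8 gaps were closed, but 11 decreased and 14 increased genes were shared and 6 of the 36 fold changes differed. The paper's text does not mention leaving out a library.

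The methods state 100 M read-pairs, while the deposited counts on genes had a median of 15.7 M per library. These measure different steps, and no alternative bears on them.

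Fig. 8B ranks Col14a1 as the most decreased gene and Col23a1 as the most increased. Among genes without overlap between the groups, the fitted log2 fold changes of Mt2 and Col14a1 were close. They were -3.21 (standard error 0.20) for Mt2 and -3.14 (standard error 0.17) for Col14a1. DESeq2 with lfcShrink's normal prior put Col14a1 (-2.56) below Mt2 (-2.5), as in the figure. The fitted value of Cd7 (4.51) was above that of Col23a1 (3.55). With that prior Col23a1 was at 3.29, and Cd7 had the smaller rise. The bound of 4930438A08Rik (at least 8.32-fold, 3.06 on the log2 scale) lay below the value of Col23a1. The figure's genes Sprr2g, Sprr1a, Scel and Kng2 were not tested in edgeR and were called by DESeq2 and in the fit without a filter. The discussion states that the myotubes showed no immune pathway change of note. The list of complement and antigen presentation genes had a median log2 fold change of -0.19 (adjusted p = 0.00546, camera), with 11 of 29 genes called. A camera p-value as small came in 6 of 100 splits, and the list did not pass camera with an estimated correlation. Its mean log2 CPM passed the exact permutation test (adjusted p = 0.0142). The chemokine and interferon lists passed neither camera nor that test. The mean log2 CPM of the NF-kB list differed by -0.11 (exact permutation test, adjusted p = 0.0487), and the list did not pass camera (adjusted p = 0.202).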

Other observations

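The predictions for zinc, glucocorticoid, FOXO, retinoid, sterol, donor RNA, hypoxia and TGF-beta were written before the data were examined, and the tests on library 6 were chosen after its values were seen. Each explanation is a hypothesis. Loss of serum and gain of STEM are the same contrast here, since 0 libraries came from serum-free cells.

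Lower metallothionein genes and higher Slc39a10 (26.2 ± 2.51 CPM with horse serum, 82.1 ± 4.67 CPM with STEM, SD, n = 6) suggest less available zinc in the medium without horse serum. If so, the zinc exporter gene Slc30a1, which Fig. 8B does not show, would be lower. Its log2 fold change was -1.81 (standard error 0.14, adjusted p = 3.58e-07 in edgeR), lower in 6 of 6 STEM libraries than in every horse serum library, and -1.70 without library 6, where it was highest. Slc39a6, the other importer, was higher by 0.28 on the log2 scale and lost its call in 5 of 12 fits that left out a library. Loss of serum glucocorticoid would also lower metallothionein genes. The glucocorticoid-induced list without the genes of Fig. 8B was lower (median log2 fold change -0.24, camera adjusted p = 0.0425), but Fkbp5, the gene named in advance, was not lower (log2 fold change 0.14, standard error 0.089, adjusted p = 0.249 in edgeR), and Cdkn1c of the same list was higher (1.85). This argues against glucocorticoid as the whole cause.

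Stronger insulin or IGF signalling that restrains FOXO would lower FOXO-induced genes beyond those of Fig. 8B. The list without them had a median log2 fold change of -0.22 (camera adjusted p = 0.00127), with Pik3ip1 at -1.07, Sesn1 at -0.75 and Klhl24 at -0.75 in the full list. The values go with this explanation but do not single it out. In horse serum library 6, which received no STEM, the mean log2 CPM of the full list was 5.762, within the STEM libraries (5.691 to 5.825). The other horse serum libraries lay between 6.1 and 6.163. For the full list, 3 of 100 splits gave a camera p-value as small, and camera with an estimated correlation left it at an adjusted p of 0.253.

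Other hypotheses on the loss of serum did not hold. Loss of serum retinoid would lower the retinoid-induced list without Dhrs3, whose median log2 fold change was 0.11 (camera adjusted p = 0.349). Stra6 (1.03) and Crabp2 (0.57) of that list were higher, and Dhrs3 was lower (-1.73). Loss of lipoprotein cholesterol would raise sterol synthesis genes, and their median log2 fold change was -0.42, with 20 of 26 genes called, all lower. A label of Fig. 8B that may read Msmo1, a gene of this list, was not counted as shown there.

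Tubb3, Krt14 and Lgr5, which Fig. 8B lists as increased, summed to 6.17 ± 6.11 CPM with horse serum and 45.2 ± 3.98 CPM with STEM (SD, n = 6). RNA of the human donor cells in the secretome would also raise Lin28a, L1td1, Sox2, Dppa4, Pou5f1 and Dnmt3b, as far as human reads count on mouse genes. Their summed CPM differed by -0.547 between STEM and horse serum, and L1td1, Sox2 and Pou5f1 had 0 counts in every library. Fig. 8B genes of this kind were also raised in horse serum library 6, which received no STEM (Tubb3 at 5.79 CPM against 1.59 on average in the other 5).

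Weaker hypoxia signalling would lower the hypoxia and glycolysis list beyond Slc2a3 (log2 fold change -1.99), Aldoc (-1.89) and Pygl (-1.81). The list without them had a median log2 fold change of -0.24 (camera adjusted p = 0.200), and the result depends on library 6. With the genes of Fig. 8B included, 6 of 36 genes were called over all libraries and 32 without library 6, so the explanation stays open. TGF-beta in the secretome would raise its response list, whose median log2 fold change was 0.24 (camera adjusted p = 0.069). Since that list holds collagen and matrix genes, it was tested without them and gave a camera p of 0.0571. Its genes went both ways, with Cnn1 (0.91) and Tnc (0.73) higher and Sphk1 (-0.85) lower, so this stays open too. The NRF2 list had a median of 0.06 (camera adjusted p = 0.743), with Gclc higher (0.96) and Tkt (-0.79) and Gsta4 (-0.58) lower. Its mean log2 CPM did not pass the exact permutation test (adjusted p = 0.273). Without horse serum library 6 the mean passed (difference 0.11, adjusted p = 0.00693), while camera did not (adjusted p = 0.212). The pluripotent marker list had a median of -0.36 (camera adjusted p = 0.207), with Stmn2 (-0.60) and Terf1 (-0.33) lower and Tubb3 (3.10) higher. Its mean log2 CPM was higher by 0.15 with STEM (exact permutation test, adjusted p = 0.045).

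Across 14175 genes, which are not independent replicates, the deviation of horse serum library 6 from the other horse serum libraries correlated with the STEM effect. The correlation between the 2 differences was 0.50 when both used the same control libraries. With separate control libraries, the median over 10 divisions of the other 5 horse serum libraries was 0.437 (0.421 to 0.463), against -0.21 to 0.13 for each of the other 5 horse serum libraries treated in the same way, so shared controls do not account for it. The 215 genes outside all other libraries argue against mixed RNA. Not all lists followed the correlation. Proliferation genes had a median of 0.65 in library 6 relative to the other horse serum libraries, with 37 of 44 genes higher than in each of these, and of -0.52 with STEM. Sterol synthesis genes had a median of 0.23 in library 6, with 18 of 26 genes higher, and of -0.42 with STEM. No biological explanation of the correlation was tested. In library 6 the implied share of the STEM change was 49.3% for Col14a1, 27.1% for Mt2, 24.1% for Mt1, 18.3% for Fmod, 1.40% for Col23a1 and -6.89% for Igfbp3, so the 6 genes differed in how far that library had moved. It was 44.3% for Krt14 and 35.7% for Lgr5, and -58.6% for Slc30a1.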
